A study of Mus musculus with 12 samples. Its data were reported in "Comparative Analyses of Lung Transcriptomes in Patients with Alveolar Capillary Dysplasia with Misalignment of Pulmonary Veins and in Foxf1 Heterozygous Knockout Mice" (2014).

How the data were processed

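Whole lungs of 6 Foxf1+/- and 6 wildtype mice at postnatal day 0.5 were profiled on 12 Illumina MouseWG-6 v2.0 bead arrays, 1 lung per array. The authors deposited a table of raw probe signal intensity per array on a linear scale, neither background subtracted nor normalized, and a table of processed values on a generalized log2 scale. According to the methods of the study, the authors made the log2 values with variance stabilization and robust spline normalization in lumi and removed the difference between 2 array experiments with ComBat, whose versions are not given in the sources used here. The medians of the processed columns lay between 7.18 and 7.19, and higher values stand for more signal, while the exact transformation behind them is known only from those methods. The raw intensities were the starting point here, and the processed log2 values served as an alternative. Columns were assigned to lungs by the sample names given in the tables and labels, and, in ranks of the brighter probes with each probe's mean rank taken out, each raw column correlated more with the processed column of the same lung (r of at least 0.69) than with any other (at most 0.49). 18 probes whose cells were shifted in the raw table were left out, which left 45263.

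Signals were background corrected with normexp (limma 3.58.1, R 4.3.3, offset 50), put on the log2 scale and quantile normalized. The table holds no detection p-values or control probes, so that the planned neqc correction and detection filter were replaced by this correction and by keeping the probes whose mean lay above the 25th percentile, 33947 in all. Signals near a log2 of 6 lie at the floor of the arrays, and the offset damps the fold change of dim genes. Among called genes named here, Car12, Cd200r3, Fcer1a, Hbb-b2, Myc, Pcdha6, Pcdhac2, Prss34, Ptx3, Saa1 and Slc6a2 had a mean of at most 6.56 in at least 1 genotype (a limit chosen after the data were seen, 0.5 above the 5th percentile of gene means), and the size of their fitted fold changes is uncertain. For Cd200r3 both genotypes lay under it. Gene names came from the annotation of the array, in which 34874 intact probes had 1 symbol, 18 several and 10371 none, and 34796 matched a gene of the RefSeq mouse annotation (GRCm38). For genes with several probes the brightest stood for the gene. Of 324 called genes with several probes, 255 had the same sign on all, and none had another probe called the other way. Dim probes of Cma2, Dll4, Hgf, Slc6a2, Pde4b, Fmo1, Pcdha7 and Sema3c near the floor and other probes of Igfbp5 and Sirpa were not called.

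The study corrected for 2 array experiments that the labels do not name. By a rule written before the data were examined, the arrays were split by 2-means on the 5th, 50th and 95th percentiles of their raw signal (mean silhouette 0.73), which gave experiment A with raw medians of 72.8 to 89.3 and experiment B with 57.3 to 62.6. The split is inferred from the signal, and the damaged cells lay in experiment B alone. Limma fitted genotype and experiment per probe, with moderated tests, both sides, and Benjamini-Hochberg adjustment, and calls were made at an adjusted p under 0.05. Foxf1 was also tested by an exact permutation of the group means.

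Gene lists of cell types, pathways and tissues were written before the data were examined but after the study was read, so that a few members may have been chosen with its results in mind. 50 lists with at least 5 measured genes were tested with camera at a preset correlation between genes of 0.01, of which 22 were called, 2 of them (mast cell and lymphatic endothelium) with an estimated correlation too (neither with the T and NK cell level as a covariate), and with fry, which called 13. The 50 include 2 lists taken from the study's own account of these lungs, and both are among the 22. Without them 20 of 48 lists were called. The genes named were Foxf1 and its neighbours, the 10 called genes with the highest and the 10 with the lowest fold change, the genes the study names for these lungs, up to 4 members of each list described by smallest adjusted p with members that did not pass where their level matters, and genes singled out in single arrays. Kit, Fcer1a, Gpihbp1, Rgcc and Tmem100 were added after their values were seen.

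The pipeline was tested on simulated data of 33947 probes in 6 and 6 arrays. It recovered 74.6% of probes changed by 0.5 on the log2 scale and all of those changed by 1 or 2, and 7 unchanged probes were called beside them. The simulated noise was drawn independently for each probe. It thus held no correlation between genes and no arrays that stand apart, and recovery in the real arrays may differ. Alternatives included no background correction, scaling in place of quantile normalization, the authors' processed values, no filter, other blocks, array weights, the Xist level as a covariate, the methods' t-test, the mean of a gene's probes and leaving out each array in turn.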

Results

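The series measured gene expression in whole lungs of newborn mice at postnatal day 0.5. Lungs of 6 Foxf1+/- pups, which carry 1 inactivated copy of the gene for the mesenchymal and endothelial transcription factor Foxf1, were set against lungs of 6 wildtype littermates of a mixed strain background. Each lung was hybridized to its own Illumina MouseWG-6 v2.0 array. The median raw signal per array lay between 57.3 and 89.3, and the number of arrays limits the precision of every comparison. By their signal percentiles the arrays fell into 6 brighter ones (experiment A, 2 wildtype and 4 Foxf1+/-) and 6 dimmer ones (experiment B, 4 wildtype and 2 Foxf1+/-), and the experiment was a block in the fit. Fold changes are log2 values of Foxf1+/- over wildtype with their SE, and adjusted p-values are those of limma unless camera, which tests gene lists, is named. P-values measure the spread between these samples.

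Foxf1 itself was lower in the Foxf1+/- lungs. Its log2 signal was 11.56 ± 0.38 in wildtype and 10.83 ± 0.55 in Foxf1+/- lungs (SD, 6 arrays each), and the fold change with the experiment block was -0.999 ± 0.13, a 2.00-fold lower signal (adjusted p = 0.00224). The change was -0.80 in experiment A and -1.20 in experiment B, with no limma call in either alone (adjusted p = 0.174 and 0.0695). In experiment A the highest Foxf1+/- array stood at 11.35 and the lowest wildtype array at 11.90, and in experiment B these were 10.32 and 11.08. Without the block the group means differed by -0.73 (exact permutation p = 0.0216, both sides) and the limma call was lost (adjusted p = 0.184). Permuting the genotypes within the experiments gave an exact p = 0.00444. Where the probe lies relative to the deleted part of the gene was not established here, so the value checks the genotype labels only in part. The neighbouring genes Foxl1 (-0.00 ± 0.07, adjusted p = 0.998), whose signal lay near the floor of the arrays, and Mthfsd (-0.04 ± 0.07, adjusted p = 0.823) did not pass the test. Fendrr and Foxc2 were not analysed here.

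The comparison of the genotypes asked which transcripts differ in a newborn lung with less Foxf1. Mast cell proteases led the higher genes. The 10 genes with the highest fold changes were the mast cell proteases Cma1 (2.61), Mcpt4 (2.56), Cma2 (2.51), Cpa3 (2.44), Tpsb2 (2.44) and Tpsab1 (2.12), the phospholipase Pla1a (1.91), the retinol-binding Rbp7 (1.75), the acute phase gene Saa3 (1.62) and the transcription factor Ebf3 (1.51), with adjusted p-values from 1.74e-07 (Tpsb2) to 0.00328 (Ebf3). The 10 lowest were the carbonic anhydrase Car4 (-2.13), the cyclic AMP phosphodiesterase Pde4b (-1.76), the prostaglandin-degrading Hpgd (-1.66), the monooxygenase Fmo1 (-1.52), the endothelial Esm1 (-1.43), Mettl24 (-1.37), the protocadherin Pcdha7 (-1.37), the noradrenaline transporter Slc6a2 (-1.34), Prrt4 (-1.30) and the chemokine scavenger Ackr2 (-1.28), with adjusted p-values from 6.36e-06 (Pcdha7) to 0.0353 (Esm1). The call of Esm1 was lost without wildtype replicates 1 or 2 or Foxf1+/- replicates 2, 3, 4, 5 or 6 (adjusted p up to 0.130, without Foxf1+/- replicate 6), and each of the others stayed called whichever array was left out.

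Of 33947 probes tested, 1007 passed an adjusted p of 0.05, 592 of them higher and 415 lower in Foxf1+/- lungs. They carried 746 distinct gene symbols, and 125 had none. With 1 probe per gene, 565 of 15653 genes passed, 285 higher and 280 lower. A test of whether the genotype effect differed between the experiments called 0 probes by limma, with 1142 at an unadjusted p under 0.05. The count fell to 432 without wildtype replicate 1, 436 without Foxf1+/- replicate 5, 405 without Foxf1+/- replicate 6 and 501 without the experiment block. Of the 79 called genes named here besides Foxf1, 48 stayed called whichever array was left out.

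**Figure D1:**
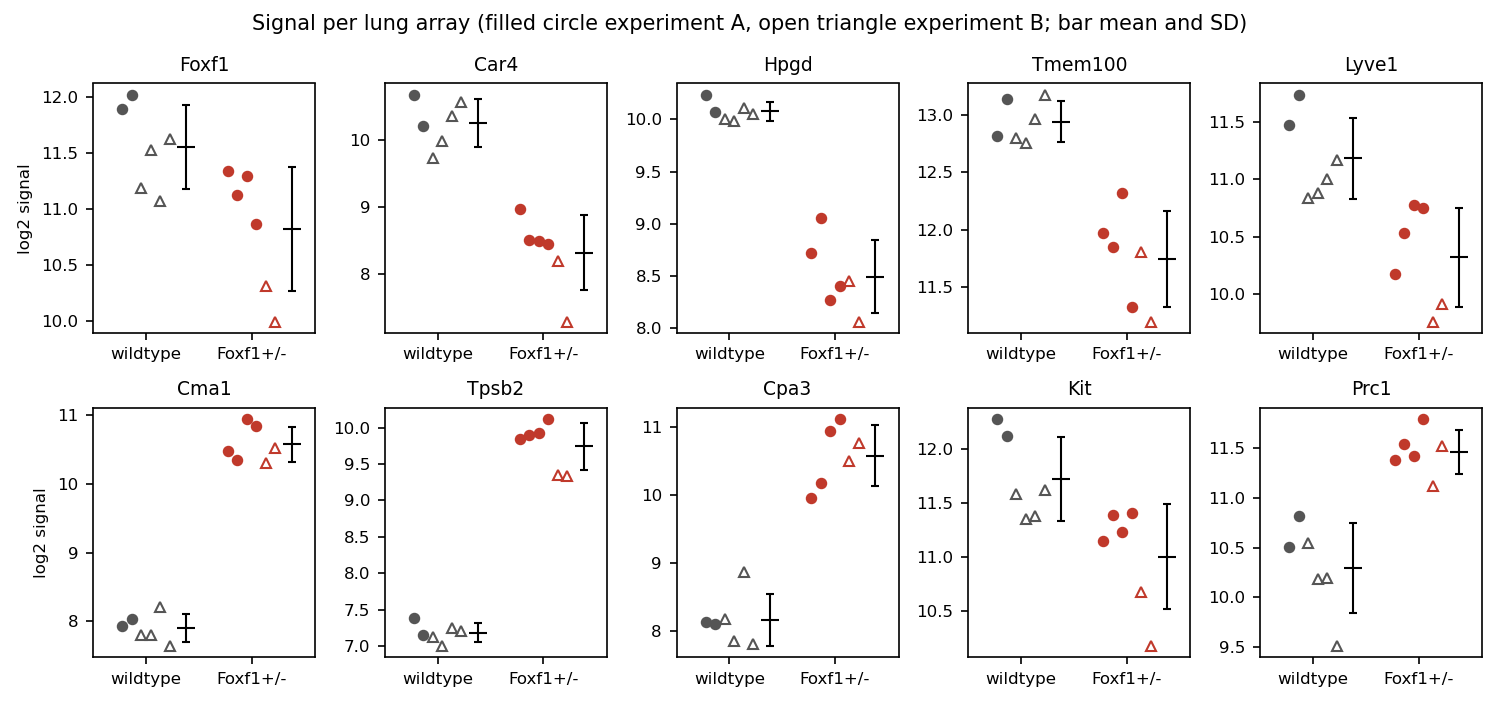
Log2 signal (vertical axis) of 10 genes in each of the 12 lungs by genotype, with filled circles for experiment A, open triangles for experiment B, and the mean and SD of each genotype beside the points. Cma1 lay at 7.64 to 8.21 in wildtype and 10.30 to 10.93 in Foxf1+/- lungs, and Car4 at 9.73 to 10.67 and 7.28 to 8.96.

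Genes of mast cells, the tissue-resident cells that store proteases and histamine, were higher as a list in the Foxf1+/- lungs. The tryptases Tpsb2 (2.44 ± 0.10, adjusted p = 1.74e-07) and Tpsab1 (2.12 ± 0.11), the chymases Cma1 (2.61 ± 0.12, adjusted p = 6.66e-07), Mcpt4 (2.56 ± 0.15) and Cma2 (2.51 ± 0.20) and the carboxypeptidase Cpa3 (2.44 ± 0.23) rose, and the signal of Cma1 was 6.08-fold that of wildtype. The IgE receptor subunit Fcer1a rose by less (0.56 ± 0.09, adjusted p = 0.00605). Kit, the stem cell factor receptor that mast cells share with lung capillary endothelium, fell (-0.99 ± 0.10, adjusted p = 3.06e-04). In all, 9 of 17 members were higher and 1 lower by limma (11 higher and 1 lower adjusted over the list alone). Camera called the list higher (adjusted p = 1.09e-12, and adjusted p = 0.0360 with an estimated correlation), with a median of 0.56, 0.52 in experiment A and 0.65 in experiment B. With an estimated correlation the call was lost when the skeletal muscle (0.0578) or T and NK cell level (0.0603) was a covariate. Among basophil genes, the protease Prss34 (1.23 ± 0.15, with a wildtype signal near the floor of the arrays) and the receptor Cd200r3 (adjusted p = 0.00459, with no fold given, as both genotypes lay near the floor) rose, and 2 of 6 members were higher and 0 lower by limma (2 higher and 0 lower adjusted over the list alone, and 2 higher and 0 lower at an unadjusted p under 0.05). The basophil list passed camera (adjusted p = 0.0222, but adjusted p = 0.173 with an estimated correlation) with medians of 0.11 in experiment A and 0.24 in experiment B, and its call was lost in experiment A alone (0.117) and with the squamous level (0.0594) as a covariate, and without wildtype replicate 1 (adjusted p = 0.0532).

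The alveolar capillary list, genes of the thin vessels that line the air spaces, was lower in the Foxf1+/- lungs (camera adjusted p = 7.85e-05, but adjusted p = 0.111 with an estimated correlation). Car4, a marker of the capillary cells that face the alveolar epithelium, fell 4.38-fold (-2.13 ± 0.21, adjusted p = 2.80e-04), and the endothelin receptor Ednrb (-0.81 ± 0.10, adjusted p = 0.00198), Tmem100 (-1.27 ± 0.17), Hpgd (-1.66 ± 0.13) and the guidance factor Sema3c (-0.68 ± 0.11) fell as well. Gpihbp1, which carries lipoprotein lipase across capillaries (0.68 ± 0.16), and Rgcc (0.57 ± 0.13) rose. In the list, 2 of 23 members were higher and 9 lower by limma (3 higher and 11 lower adjusted over the list alone), Foxf1 being 1 of the lower members. The median was -0.37, -0.35 in experiment A and -0.35 in experiment B. The call of Gpihbp1 was lost without wildtype replicates 1, 3 or 4 or Foxf1+/- replicates 3, 4, 5 or 6 (adjusted p up to 0.142, without wildtype replicate 1) and that of Rgcc without wildtype replicates 1, 3, 4 or 6 or Foxf1+/- replicates 2, 3, 4, 5 or 6 (adjusted p up to 0.138, without Foxf1+/- replicate 6).

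Genes used by endothelial cells of most vessels moved both ways. The tight junction gene Cldn5 (-1.05 ± 0.11, adjusted p = 3.79e-04) and the phosphatase Ptprb (-0.70 ± 0.12, adjusted p = 0.0105) fell, while the transcription factor Fli1 (0.48 ± 0.09) and the surface glycoprotein Emcn (0.56 ± 0.12) rose. The junction genes Pecam1 (0.25 ± 0.07, adjusted p = 0.0847) and Cdh5 (-0.15 ± 0.09, adjusted p = 0.454) and the VEGF receptor Kdr (0.06 ± 0.06, adjusted p = 0.692), whose probe lay near the floor, did not pass. Of this list 2 of 30 members were higher and 2 lower by limma (6 higher and 6 lower adjusted over the list alone), and camera did not call it (adjusted p = 0.697, medians of -0.02 in experiment A and -0.08 in experiment B). Fli1 lost its call without wildtype replicate 1 or Foxf1+/- replicate 5 (adjusted p up to 0.0625, without Foxf1+/- replicate 5) and Emcn without wildtype replicates 1, 2, 3 or 6 or Foxf1+/- replicate 5 (adjusted p up to 0.126, without Foxf1+/- replicate 5). Among large vessel genes, Slc6a2 (-1.34 ± 0.10) and the Notch ligand Dll4 (-0.88 ± 0.11) fell and the vessel wall collagen Col15a1 (0.72 ± 0.12) rose. There 2 of 24 members were higher and 3 lower by limma (4 higher and 6 lower adjusted over the list alone), with no call by camera (adjusted p = 0.803, medians of -0.03 in experiment A and 0.06 in experiment B) direction down, and a median (0.04) and mean (-0.08) of opposite sign.

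Lymphatic endothelial genes were lower as a list. The hyaluronan receptor Lyve1 (-1.09 ± 0.11, adjusted p = 3.79e-04), the chemokine genes Ccl21c (-0.997 ± 0.13, adjusted p = 0.00224) and Ccl21a (-0.90 ± 0.15) and the matrix gene Mmrn1 (-0.65 ± 0.09) had the smallest adjusted p-values of the list, fell and stayed called whichever array was left out. Prox1, the transcription factor of lymphatic identity, stood at 0.01 ± 0.15 (adjusted p = 0.991). In this list 0 of 13 members were higher and 6 lower by limma (0 higher and 6 lower adjusted over the list alone, and 0 higher and 6 lower at an unadjusted p under 0.05). Camera called it lower (adjusted p = 6.69e-06, and adjusted p = 0.0226 with an estimated correlation, but 0.0603 with the T and NK cell level as a covariate too), with medians of -0.23 in experiment A and -0.48 in experiment B.

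Lung mesenchyme and branching genes, the signals and transcription factors of the lung bud, were lower as a list (camera adjusted p = 1.72e-04, but adjusted p = 0.287 with an estimated correlation). Hgf, the hepatocyte growth factor (-0.62 ± 0.08, adjusted p = 0.00257), Sema3c, the bud growth factor Fgf10 (-0.46 ± 0.09) and its receptor Fgfr2 (-0.39 ± 0.07) fell, and 0 of 44 members were higher and 5 lower by limma (0 higher and 9 lower adjusted over the list alone, and 2 higher and 14 lower at an unadjusted p under 0.05). Its medians were -0.11 in experiment A and -0.17 in experiment B. The call of Fgf10 was lost without wildtype replicate 1 or Foxf1+/- replicate 6 (adjusted p up to 0.0690, without Foxf1+/- replicate 6) and that of Fgfr2 without Foxf1+/- replicate 6 (adjusted p = 0.0546). Among genes of the Notch pathway, Dll4 (-0.88 ± 0.11, adjusted p = 0.00165), the fringe gene Mfng (-0.58 ± 0.12) and the Notch inhibitor Numb (-0.31 ± 0.06) fell, while the target Hey1 (-0.46 ± 0.14, adjusted p = 0.114) and the receptor Notch1 (-0.42 ± 0.16, adjusted p = 0.219) did not pass. Here 0 of 26 members were higher and 3 lower by limma (1 higher and 5 lower adjusted over the list alone, and 1 higher and 11 lower at an unadjusted p under 0.05), and camera called the list (adjusted p = 0.00354, but adjusted p = 0.173 with an estimated correlation and 0.123 without the experiment block), with medians of -0.11 in experiment A and -0.13 in experiment B. Mfng lost its call without wildtype replicates 1 or 2 or Foxf1+/- replicates 5 or 6 (adjusted p up to 0.0873, without Foxf1+/- replicate 5) and Numb without wildtype replicate 1 or Foxf1+/- replicate 6 (adjusted p up to 0.0933, without Foxf1+/- replicate 6).

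Angiogenic factors changed in both directions. The endothelial early response gene Apold1 (0.99 ± 0.15, adjusted p = 0.00487) and the vasodilator adrenomedullin, Adm (0.53 ± 0.09, adjusted p = 0.00789), rose, and Dll4, Hgf, Sema3c and Esm1 fell. Of the list 6 of 30 members were higher and 5 lower by limma (10 higher and 10 lower adjusted over the list alone). Camera did not call it (adjusted p = 1.000, direction up, with medians of 0.03 in experiment A and -0.19 in experiment B and of -0.09 over both), while fry's test for change in either direction gave an adjusted p of 5.91e-08. That test does not single out this list, as it also passed for macrophage genes (adjusted p = 0.00925), with 0 members called by limma. Genes of vascular tone were divided too. Ednrb and the angiotensin-converting enzyme Ace (-0.68 ± 0.09, adjusted p = 0.00262) fell, and Ramp3, a receptor partner for adrenomedullin (0.67 ± 0.10, adjusted p = 0.00552), and Adm rose. Endothelin, Edn1 (0.91 ± 0.31, adjusted p = 0.160), and the endothelial nitric oxide synthase Nos3 (0.34 ± 0.09, adjusted p = 0.0637) did not pass, although Nos3 did without wildtype replicate 5 (adjusted p = 0.0427). There 3 of 43 members were higher and 3 lower by limma (7 higher and 11 lower adjusted over the list alone), with no call by camera (adjusted p = 0.284, direction down, medians of -0.03 in experiment A and -0.06 in experiment B) and a median (-0.06) and mean (0.03) of opposite sign.

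Cell cycle genes were higher as a list in the Foxf1+/- lungs, with the lowest camera p of the 50 lists tested (adjusted p = 6.76e-19, but adjusted p = 0.111 with an estimated correlation). The mitotic kinase Plk1 (0.74 ± 0.12, adjusted p = 0.00624), the spindle gene Prc1 (1.04 ± 0.17, adjusted p = 0.00701), survivin, Birc5 (0.92 ± 0.16), and the proliferation factor Foxm1 (0.59 ± 0.10) rose, each called whichever array was left out. In all 18 of 44 members were higher and 0 lower by limma (28 higher and 0 lower adjusted over the list alone, and 30 higher and 0 lower at an unadjusted p under 0.05), and the median of 0.44 was 0.40 in experiment A and 0.46 in experiment B.

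Collagen and matrix genes were higher as a list (camera adjusted p = 6.56e-04, but adjusted p = 0.255 with an estimated correlation). Col15a1 (0.72 ± 0.12, adjusted p = 0.00864), the basement membrane genes Hspg2 (0.60 ± 0.11) and Col4a2 (0.32 ± 0.07) and elastin, Eln (0.30 ± 0.06), rose. Of the list 6 of 49 members were higher and 1 lower by limma (11 higher and 2 lower adjusted over the list alone), with medians of 0.09 in experiment A and 0.19 in experiment B. The call of Hspg2 was lost without Foxf1+/- replicate 6 (adjusted p = 0.0624), that of Col4a2 without wildtype replicates 1, 2 or 3 or Foxf1+/- replicates 3, 4, 5 or 6 (adjusted p up to 0.121, without Foxf1+/- replicate 5) and that of Eln without wildtype replicate 1 or Foxf1+/- replicates 5 or 6 (adjusted p up to 0.0966, without wildtype replicate 1). Smooth muscle and pericyte genes did not pass as a list (camera adjusted p = 0.498, direction up, medians of -0.02 in experiment A and 0.02 in experiment B, median -0.02 and mean 0.04 over both), and 1 of 26 members was higher and 0 lower by limma (3 higher and 1 lower adjusted over the list alone, and 7 higher and 2 lower at an unadjusted p under 0.05). The called member was the integrin Itga7 (0.42 ± 0.10), whose call was lost without wildtype replicates 1, 2, 3 or 6 or Foxf1+/- replicates 1, 2, 3, 4, 5 or 6 (adjusted p up to 0.174, without Foxf1+/- replicate 6). Smooth muscle actin, Acta2, did not pass on its brightest probe (0.40 ± 0.11, adjusted p = 0.0852), except without wildtype replicates 5 or 6 (adjusted p down to 0.0242, without wildtype replicate 6), but 3 dimmer probes of it did, with adjusted p-values from 0.0242 to 0.0314.

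**Figure D2:**
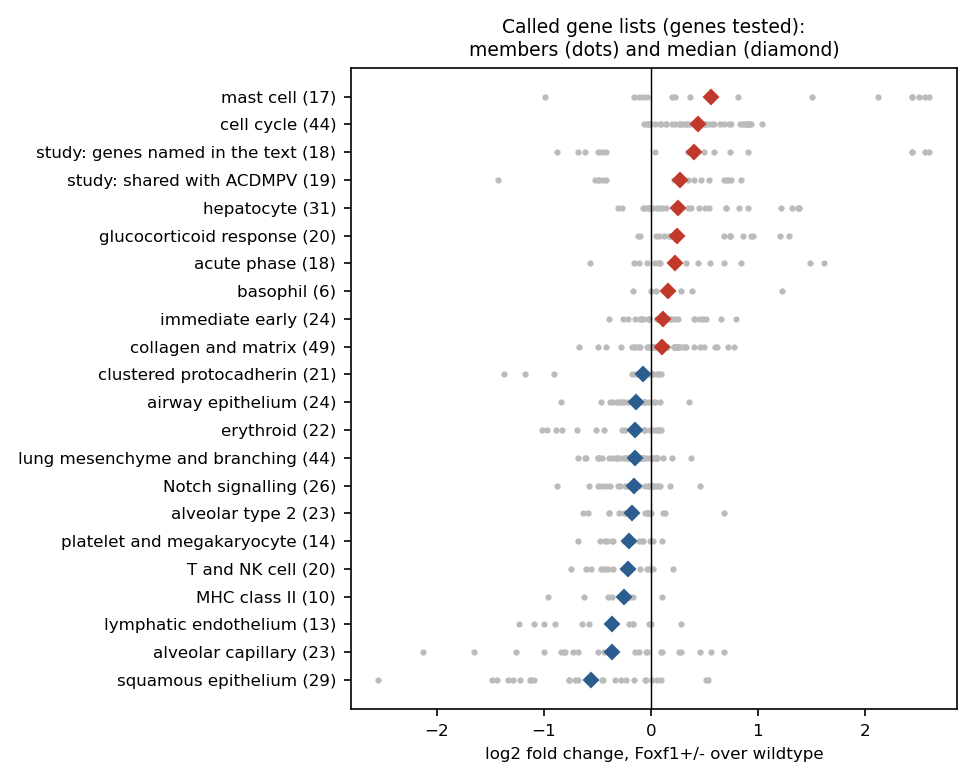
Log2 fold change of Foxf1+/- over wildtype (horizontal axis) for the members of the 22 lists called by camera (vertical axis, with the number of genes tested), a dot for each gene and a diamond for the median, red where the list was called higher and blue where lower. The mast cell median was 0.56 and the alveolar capillary median -0.37. Lists of genes taken from the study are among the 22.

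Acute phase genes, induced in inflammation, were higher as a list (camera adjusted p = 3.73e-04, but adjusted p = 0.159 with an estimated correlation). Saa3 (1.62 ± 0.20, adjusted p = 0.00187), Saa1 (0.56 ± 0.09, adjusted p = 0.00863), the protease inhibitor Serpina3n (1.49 ± 0.27) and the iron-binding Lcn2 (0.68 ± 0.14) rose and the pentraxin Ptx3 (-0.57 ± 0.12) fell. In all 4 of 18 members were higher and 1 lower by limma (7 higher and 1 lower adjusted over the list alone), with medians of 0.26 in experiment A and 0.16 in experiment B. Serpina3n lost its call without wildtype replicate 1 or Foxf1+/- replicate 6 (adjusted p up to 0.0576, without Foxf1+/- replicate 6), Lcn2 without wildtype replicate 1 or Foxf1+/- replicate 5 (adjusted p up to 0.102, without Foxf1+/- replicate 5) and Ptx3 without wildtype replicate 1 or Foxf1+/- replicate 6 (adjusted p up to 0.0785, without wildtype replicate 1). Genes that glucocorticoids induce were higher as a list (camera adjusted p = 2.13e-05, but adjusted p = 0.313 with an estimated correlation and by fry (0.0722)), with Lcn2 and the kinase Sgk1 (0.74 ± 0.16) called and Fkbp5 at 0.94 ± 0.26, adjusted p = 0.0814, which passed without wildtype replicate 2 (adjusted p = 0.0138). There 2 of 20 members were higher and 0 lower by limma (6 higher and 0 lower adjusted over the list alone, and 10 higher and 0 lower at an unadjusted p under 0.05), with medians of 0.27 in experiment A and 0.44 in experiment B. The call of Sgk1 was lost without wildtype replicates 1 or 3 or Foxf1+/- replicates 3, 4, 5 or 6 (adjusted p up to 0.111, without wildtype replicate 1).

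Immediate early genes, switched on within minutes of a stimulus, were higher as a list (camera adjusted p = 0.0371, but adjusted p = 0.431 with an estimated correlation). Myc (0.49 ± 0.09) and Egr3 (0.79 ± 0.17) rose, and 2 of 24 members were higher and 0 lower by limma (6 higher and 0 lower adjusted over the list alone, and 7 higher and 2 lower at an unadjusted p under 0.05). The medians were 0.09 in experiment A and 0.16 in experiment B. The call of the list was lost in experiment B alone (0.145), without wildtype replicate 5 and Foxf1+/- replicate 3 together (0.110), by fry (0.101) and with the squamous (0.10002), hepatocyte (0.0863) or T and NK cell level (0.114) as a covariate, and without wildtype replicates 1, 5 or 6 or Foxf1+/- replicates 3 or 4 (adjusted p up to 0.121, without wildtype replicate 1). Myc lost its call without wildtype replicate 1 or Foxf1+/- replicate 6 (adjusted p up to 0.0600, without wildtype replicate 1) and Egr3 without wildtype replicate 1 or Foxf1+/- replicates 3, 5 or 6 (adjusted p up to 0.105, without Foxf1+/- replicate 5). Among hypoxia targets, Adm and the glycolytic Gapdh (0.41 ± 0.10) rose and the glucose transporter Slc2a3 (-0.28 ± 0.06) and the carbonic anhydrase Car12 (-0.73 ± 0.17) fell. Of that list 3 of 34 members were higher and 3 lower by limma (12 higher and 5 lower adjusted over the list alone), and camera did not call it (adjusted p = 0.120, medians of 0.06 in experiment A and 0.00 in experiment B), though it passed, among other settings, with arrays scaled to a common percentile (0.0285) and without Foxf1+/- replicate 3 (0.0457). The call of Gapdh was lost without wildtype replicates 1, 2, 3 or 4 or Foxf1+/- replicates 1, 2, 4, 5 or 6 (adjusted p up to 0.167, without Foxf1+/- replicate 6), that of Slc2a3 without wildtype replicates 1 or 2 or Foxf1+/- replicates 5 or 6 (adjusted p up to 0.0941, without Foxf1+/- replicate 5) and that of Car12 without wildtype replicates 1, 2, 3 or 4 or Foxf1+/- replicates 1, 2, 3, 5 or 6 (adjusted p up to 0.129, without Foxf1+/- replicate 5).

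Genes of red cells (camera adjusted p = 0.00305, but adjusted p = 0.288 with an estimated correlation) and of platelets (camera adjusted p = 0.00321, but adjusted p = 0.328 with an estimated correlation) were lower as lists. The erythroid genes Tmcc2 (-0.83 ± 0.12, adjusted p = 0.00384), the globin Hbb-b2 (-0.51 ± 0.12) and the transcription factor Nfe2 (-0.69 ± 0.17) fell, with the heme enzyme Alas2 at -1.02 ± 0.28, adjusted p = 0.0751, which passed without Foxf1+/- replicate 1 (adjusted p = 0.0125). In that list 0 of 22 members were higher and 3 lower by limma (0 higher and 6 lower adjusted over the list alone, and 0 higher and 9 lower at an unadjusted p under 0.05), with medians of -0.18 in experiment A and -0.13 in experiment B. Among platelet genes the tubulin Tubb1 (-0.68 ± 0.15) fell, and 0 of 14 members were higher and 1 lower by limma (0 higher and 6 lower adjusted over the list alone, and 0 higher and 6 lower at an unadjusted p under 0.05), with medians of -0.10 in experiment A and -0.34 in experiment B. The call of the platelet list was lost in experiment A alone (0.110) and by fry (0.0582). Hbb-b2 lost its call without wildtype replicates 2, 3, 4 or 6 or Foxf1+/- replicates 2, 3, 4, 5 or 6 (adjusted p up to 0.132, without Foxf1+/- replicate 5), Nfe2 without wildtype replicates 1, 2, 4, 5 or 6 or Foxf1+/- replicates 1, 2, 4, 5 or 6 (adjusted p up to 0.125, without Foxf1+/- replicate 6) and Tubb1 without wildtype replicates 1 or 3 or Foxf1+/- replicates 5 or 6 (adjusted p up to 0.110, without Foxf1+/- replicate 5). Genes of MHC class II antigen presentation were called lower by camera (adjusted p = 0.0104, but adjusted p = 0.597 with an estimated correlation, medians of -0.19 in experiment A and -0.35 in experiment B). By limma 0 of 10 members passed (0 higher and 0 lower adjusted over the list alone, and 0 higher and 5 lower at an unadjusted p under 0.05), and H2-Ab1 stood at -0.96 ± 0.32, adjusted p = 0.145. The call was lost as well by fry (0.248) and with the squamous level (0.200) as a covariate.

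Genes of the airway epithelium (camera adjusted p = 0.0104, but adjusted p = 0.431 with an estimated correlation) and of alveolar type 2 cells (camera adjusted p = 0.0139, but adjusted p = 0.448 with an estimated correlation) were lower as lists. Among airway genes the cytochrome Cyp4b1 fell (-0.84 ± 0.12, adjusted p = 0.00328), and among type 2 genes, those of the surfactant-producing cells, Fgfr2 fell and Lcn2 rose. In the airway list 0 of 24 members were higher and 1 lower by limma (1 higher and 1 lower adjusted over the list alone, and 1 higher and 6 lower at an unadjusted p under 0.05), and in the type 2 list 1 of 23 members was higher and 1 lower by limma (1 higher and 1 lower adjusted over the list alone). The airway list had medians of -0.14 in experiment A and -0.10 in experiment B, and its call was lost without the experiment block (0.0815), in experiment B alone (0.0738), by fry (0.0752) and with the hepatocyte level (0.123) as a covariate. The type 2 list had medians of -0.12 in experiment A and -0.15 in experiment B, and its call was lost without the experiment block (0.0830), in experiment B alone (0.0738), by fry (0.101) and with the hepatocyte level (0.0706) as a covariate, and without Foxf1+/- replicate 6 (adjusted p = 0.0694). Clustered protocadherins, adhesion genes of neurons, included Pcdha7 (-1.37 ± 0.09, adjusted p = 6.36e-06), Pcdha6 (-0.90 ± 0.07, adjusted p = 3.08e-05) and Pcdhac2 (-1.17 ± 0.12, adjusted p = 3.73e-04), which fell. Transcripts of the alpha cluster share their last exons, so that a probe there does not tell them apart. In this list 0 of 21 members were higher and 3 lower by limma (0 higher and 3 lower adjusted over the list alone, and 0 higher and 4 lower at an unadjusted p under 0.05), with a camera adjusted p of 0.00353 (adjusted p = 0.255 with an estimated correlation) and medians of -0.01 in experiment A and -0.13 in experiment B, and the call was lost with dim probes kept (0.112), without the experiment block (0.0892) and in experiment A alone (0.102).

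Markers of tissues other than lung differed between arrays of the same genotype, and squamous markers were high in more wildtype than Foxf1+/- arrays. Genes of squamous epithelium, which lines the esophagus, had a mean log2 level of 8.10 to 9.72 in wildtype replicates 1 to 5 and of 7.30 in wildtype replicate 6. The level was 8.14 and 8.34 in Foxf1+/- replicates 4 and 6 and 7.20 to 7.33 in the other 4 Foxf1+/- arrays. Among its members Krt13 stood at -2.55 ± 1.31, adjusted p = 0.369, Sprr3 at -1.48 ± 0.77, adjusted p = 0.373 and Krt23 fell (-1.12 ± 0.25), although the call of Krt23 was lost without wildtype replicates 1 or 2 or Foxf1+/- replicates 3, 5 or 6 (adjusted p up to 0.123, without Foxf1+/- replicate 5). Of the list 0 of 29 members were higher and 1 lower by limma (1 higher and 2 lower adjusted over the list alone, and 2 higher and 4 lower at an unadjusted p under 0.05). Camera called it lower (adjusted p = 0.00643, but adjusted p = 0.715 with an estimated correlation, medians of -0.75 in experiment A and -0.52 in experiment B). The call was lost in experiment B alone (0.155), without wildtype replicate 5 and Foxf1+/- replicate 3 together (0.168), by fry (0.445) and with the T and NK cell level (0.458) as a covariate, and without wildtype replicate 5 or Foxf1+/- replicate 5 (adjusted p up to 0.0937, without wildtype replicate 5).

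Skeletal muscle genes differed between arrays of the same genotype too, with the myosin light chain Mylpf at 10.54 to 11.05 in wildtype replicates 1 to 5 and 6.91 in wildtype replicate 6, and at 11.45 and 10.86 in Foxf1+/- replicates 4 and 6 (-1.33 ± 1.00, adjusted p = 0.574). The list was not called by camera (adjusted p = 0.237, medians of -0.39 in experiment A and 0.00 in experiment B). It passed without wildtype replicate 6 (0.00662), without Foxf1+/- replicate 4 (0.0219) and without Foxf1+/- replicate 6 (0.00388). In experiment A alone (0.00433) and with array weights (0.0194) it passed too. Its 1 called member of 20 was the muscle protein Ky (-0.61 ± 0.13, 0 higher and 1 lower adjusted over the list alone), whose call was lost without wildtype replicate 1 or Foxf1+/- replicates 3, 5 or 6 (adjusted p up to 0.101, without Foxf1+/- replicate 5). Genes of T and NK cells had a mean level of 8.44 in wildtype replicate 5 and of 6.76 to 6.997 in the other 11 arrays, and the thymocyte genes Cd3g and Rag1 reached 10.83 and 8.40 in that array. Camera called the list lower (adjusted p = 0.0414, but adjusted p = 0.715 with an estimated correlation, medians of -0.04 in experiment A and -0.39 in experiment B). The call was lost with dim probes kept (0.0608), with array weights (0.140), with the Xist level as a covariate (0.0507), on the brighter probes (0.173), on the authors' values with the block (0.0522), in experiment A alone (0.124), without wildtype replicate 5 and Foxf1+/- replicate 3 together (0.346), by fry (0.533) and with the skeletal muscle level (0.127) as a covariate, and without wildtype replicate 5 or Foxf1+/- replicates 1, 2, 3, 5 or 6 (adjusted p up to 0.326, without wildtype replicate 5). By limma 0 of 20 members passed (0 higher and 0 lower adjusted over the list alone, and 0 higher and 3 lower at an unadjusted p under 0.05), and Cd3g stood at -0.56 ± 0.71, adjusted p = 0.771 and Rag1 at -0.20 ± 0.34, adjusted p = 0.840.

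Genes of hepatocytes had a mean log2 level of 6.89 to 7.41 in the wildtype and of 7.03 to 8.49 in the Foxf1+/- arrays, with the highest in Foxf1+/- replicate 3. In that array the plasma protein genes Ahsg, Fga and Serpina1b stood at 11.42, 10.64 and 10.45. Over the groups their changes were 1.39 ± 0.47, adjusted p = 0.147, 1.22 ± 0.46, adjusted p = 0.195 and 1.37 ± 0.46, adjusted p = 0.149. Ahsg passed without Foxf1+/- replicate 1 (adjusted p = 0.0266) and Serpina1b without Foxf1+/- replicate 1 (adjusted p = 0.0492). Alpha-fetoprotein, Afp, lay at the floor of every array (0.06 ± 0.09, adjusted p = 0.820). Camera called the list higher (adjusted p = 0.00123, but adjusted p = 0.631 with an estimated correlation, medians of 0.33 in experiment A and 0.18 in experiment B), a call that was lost with the replicate block (0.192) and by fry (0.396). By limma 0 of 31 members passed (0 higher and 0 lower adjusted over the list alone, and 7 higher and 0 lower at an unadjusted p under 0.05).

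**Figure D3:**
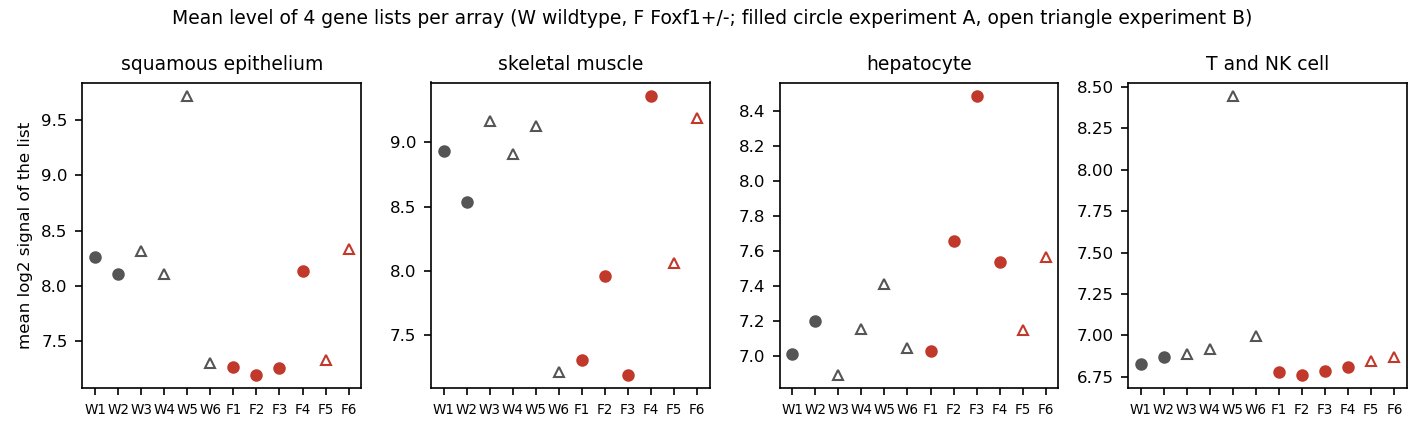
Mean log2 signal (vertical axis) of 4 gene lists in each of the 12 arrays (horizontal axis, W for wildtype and F for Foxf1+/- with the replicate number), with filled circles for experiment A and open triangles for experiment B. The T and NK cell level was 8.44 in wildtype replicate 5, and the hepatocyte level 8.49 in Foxf1+/- replicate 3.

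Genes that the study picked from these lungs are not independent evidence of a direction. For Dll4, Hgf, Sema3c, Cma1 and Ren1 the study also reported qRT-PCR in the same directions as its arrays. Ren1 and Mki67, which the study names, were not analysed here. Of the genes named in its text, 5 of 18 members were higher and 3 lower by limma (11 higher and 6 lower adjusted over the list alone), with Cma1, Mcpt4, Tpsb2, Cpa3 and Foxm1 on one side and Dll4, Hgf and Sema3c on the other. Camera gave that list an adjusted p of 0.00123 (adjusted p = 0.111 with an estimated correlation, medians of 0.31 in experiment A and 0.44 in experiment B). Among the genes it compared with human lungs of alveolar capillary dysplasia, a lethal malformation of the lung vessels, Col15a1 and Rasl11b (0.69 ± 0.14) rose, and Esm1, Grina (-0.45 ± 0.09), the growth factor binding protein Igfbp5 (-0.52 ± 0.12) and the receptor Sirpa (-0.50 ± 0.11) fell. This list joins genes that the study reported as changed alike in both species with others reported as changed differently, namely Igfbp5, Orm1, Fgg, Klf4 and Gamt. There 2 of 19 members were higher and 4 lower by limma (12 higher and 6 lower adjusted over the list alone), with a camera adjusted p of 0.0414 (adjusted p = 0.173 with an estimated correlation, medians of 0.32 in experiment A and 0.34 in experiment B) that was lost without wildtype replicates 1 or 2 or Foxf1+/- replicate 3 (adjusted p up to 0.0957, without wildtype replicate 2). It was lost as well without the experiment block (0.0850), with a random block (0.0658), on the brighter probes (0.0509), in experiment B alone (0.196), without wildtype replicate 5 and Foxf1+/- replicate 3 together (0.0630) and with the squamous (0.0767), hepatocyte (0.0664) or T and NK cell level (0.0669) as a covariate. Rasl11b lost its call without wildtype replicate 1 or Foxf1+/- replicates 5 or 6 (adjusted p up to 0.109, without Foxf1+/- replicate 6), Grina without wildtype replicate 2 or Foxf1+/- replicates 5 or 6 (adjusted p up to 0.0869, without Foxf1+/- replicate 5), Igfbp5 without wildtype replicates 1, 3, 4, 5 or 6 or Foxf1+/- replicates 3, 5 or 6 (adjusted p up to 0.136, without wildtype replicate 1) and Sirpa without wildtype replicates 1 or 2 or Foxf1+/- replicates 3, 5 or 6 (adjusted p up to 0.128, without Foxf1+/- replicate 6).

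Other genes of both lists did not pass, with adjusted p-values from 0.0512 (Igfbp3) to 0.853 (Itgb3). Their log2 fold changes were 0.75 for Igfbp3, -0.49 for Lama1, 0.84 for Orm1, 0.50 for Ccnd1, -0.49 for Il1b, -0.42 for Gamt, 0.47 for Cavin3 and 0.70 for Fgg. They were 0.41 for Mall, 0.74 for Hif3a, 0.54 for Matn2, 0.26 for Fscn1, 0.27 for Col6a2, 0.41 for Fn1, 0.25 for Klf4, 0.22 for Col18a1 and 0.04 for Itgb3. A dimmer probe of Fn1 and one of Col18a1 passed (adjusted p = 0.0308 and 0.0379), both higher. Some passed with 1 array left out: Ccnd1 without Foxf1+/- replicate 2 (adjusted p = 0.0325), Fgg without Foxf1+/- replicate 1 (adjusted p = 0.0344), Gamt without wildtype replicate 2 or Foxf1+/- replicate 1 (adjusted p down to 0.0287, without wildtype replicate 2), Igfbp3 without wildtype replicates 2 or 6 or Foxf1+/- replicate 1 (adjusted p down to 0.0235, without wildtype replicate 6), Il1b without wildtype replicate 4 (adjusted p = 0.0468), Lama1 without wildtype replicate 5 (adjusted p = 0.00959) and Orm1 without Foxf1+/- replicates 4 or 6 (adjusted p down to 0.0393, without Foxf1+/- replicate 6).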

Values the study reported

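The study reported 789 deregulated genes in the Foxf1+/- lungs at an FDR below 0.05 and a fold change of at least 1.5 in either direction. Of these, 394 (49.93%) were lower and 395 (50.06%) were higher.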

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

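The tests of tissue explanations and the permutations of list levels in this part were chosen after the results had been seen. Within each genotype, a level was singled out where the gap of the highest or lowest array to the nearest other array took up most of the group's range (Dixon's test). This happened in 22 of 340 groups of 6 arrays, and chance alone gives about 1 in 20, or 17, if the arrays of a group are alike. Genes picked because they stood out in single arrays were part of the set. Some levels also overlap, as Cd3g and Rag1 belong to the T and NK cell list. The count therefore does not test chance. The experiment was not taken out of these levels, and each genotype holds arrays of both experiments. A level may therefore be singled out, or missed, through a difference between the experiments. Wildtype replicate 5 accounted for 7 of them and wildtype replicate 6 for 4, and the remaining 7 arrays with any had 1 or 2 each.

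Wildtype replicate 5 carried transcripts of T cells and, like several other arrays, of squamous epithelium. Its mean level of T and NK cell genes was 8.44 (above the 6.83 to 6.997 of its group), that of Cd3g, a chain of the T cell receptor complex, 10.83 (above the 6.23 to 6.46 of its group) and that of Rag1, which rearranges antigen receptor genes in the thymus, 8.40 (above the 6.02 to 6.36 of its group). Krt23 stood at 11.58 (above the 9.92 to 10.37 of its group) and the mean of neuroendocrine genes at 7.01 (above the 6.72 to 6.81 of its group). Angiogenic factors had a mean of 9.61 (below the 9.80 to 9.91 of its group) and the mast cell protease Cpa3 a level of 8.86 (above the 7.80 to 8.18 of its group) there. The difference of the group means of T and NK cell genes was -0.35 (exact permutation p = 0.0108, both sides, but 0.338 within the experiments), and camera's call of the list ended without wildtype replicate 5 (adjusted p = 0.326).

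In wildtype replicate 6 the keratin Krt13 stood at 6.17 (below the 10.64 to 12.47 of its group), the muscle gene Mylpf at 6.91 (below the 10.54 to 11.05 of its group), skeletal muscle genes on average at 7.22 (below the 8.53 to 9.17 of its group) and hypoxia targets at 9.19 (below the 9.30 to 9.35 of its group). Squamous epithelium and striated muscle meet in the esophagus, which lies beside the lung, and pieces of it in some samples are a candidate explanation. It needs the 2 lists to move together. Among members that stood out in single arrays, Krt13 and Mylpf were both above 10.5 in wildtype replicates 1 to 5. In Foxf1+/- replicates 4 and 6 both were high too (Krt13 at 11.08 and 11.47, Mylpf at 11.45 and 10.86). Both were low in wildtype replicate 6 and Foxf1+/- replicates 1 to 3, while Foxf1+/- replicate 5 had Krt13 at 6.40 and Mylpf at 8.45. With genotype and experiment taken out and the correlation between genes estimated (0.61 for skeletal muscle), camera did not call the skeletal muscle list along the squamous level (direction up, adjusted p = 0.329 over 50 lists, 0.0658 before adjustment, and adjusted p = 0.0982 without wildtype replicate 5 and 0.442 without wildtype replicate 6), which leaves the esophagus open. The squamous level was not below wildtype in every Foxf1+/- lung, as 3 Foxf1+/- arrays lay within the wildtype range. A lower mean over the Foxf1+/- lungs stays open, with a difference of -0.71 (exact permutation p = 0.110, both sides, and 0.204 within the experiments).

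Hepatocyte genes were highest in Foxf1+/- replicate 3, and liver tissue in some samples could be the source. In that array 10 of 31 list members (32.3%) stood at least 1 log2 unit above the highest wildtype array, fewer than the share set for liver and more than the share set against it, and Afp stayed at the floor. The hepatocyte level was not above wildtype in every Foxf1+/- lung, as 2 Foxf1+/- arrays lay within the wildtype range. A higher mean over the Foxf1+/- lungs could not be decided. The means differed by 0.45 (exact permutation p = 0.0455, both sides, and 0.124 within the experiments). Liver tissue and a higher mean both stay open because Foxf1+/- replicate 3 stood at 8.49 and the other 5 Foxf1+/- arrays at 7.03 to 7.66, beside 6.89 to 7.41 in wildtype.

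Single levels outside their group elsewhere carry no explanation here. Large vessel genes had a mean of 10.15 (above the 9.99 to 10.04 of its group) and acute phase genes of 8.67 (below the 8.77 to 8.81 of its group) in wildtype replicate 1. In wildtype replicate 2, glucocorticoid response genes had a mean of 11.24 (above the 10.35 to 10.68 of its group) and Igfbp5 a level of 12.74 (below the 13.24 to 13.46 of its group). Macrophage genes had a mean of 8.17 (below the 8.30 to 8.36 of its group) and Tpsab1 a level of 8.29 (below the 8.75 to 8.97 of its group) in Foxf1+/- replicate 2. Hif3a stood at 9.94 (below the 10.95 to 11.35 of its group) and Nfe2 at 9.08 (above the 8.26 to 8.50 of its group) in Foxf1+/- replicate 3. Prrt4 stood at 7.20 (below the 7.70 to 7.96 of its group) in Foxf1+/- replicate 4, Pla1a at 10.57 (above the 9.71 to 9.92 of its group) in Foxf1+/- replicate 5 and Car12 at 6.70 (above the 6.06 to 6.29 of its group) in Foxf1+/- replicate 6.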

How the results depend on the processing

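The fits within each experiment, with a tissue level as a covariate, with an offset of 16, on the brighter part of the probes, without wildtype replicate 5 and Foxf1+/- replicate 3, and on the authors' values with the block were chosen after the data were seen. The planned control-probe correction and detection filter were not run, since the signal table used here has neither control probes nor detection p-values. All 79 called genes named besides Foxf1 kept their sign in all settings, and dim probes near the floor limit the calls.

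The 1007 called probes became 2582 on the authors' values without the block (1007 shared) and 1344 with it (1003 shared), 501 without the experiment block (498 shared), 10 in experiment A and 56 in experiment B alone. They became 1715 (52.5% lower, against 41.2%) with the squamous level, 1895 with the skeletal muscle level and 370 (349 shared) with the hepatocyte level as a covariate. With 1 array left out the count ran from 405 to 1108, the lowest without Foxf1+/- replicate 6. Stricter or looser thresholds gave 321 (fold of at least 1.5), 282 (adjusted p under 0.01) and 1779 (under 0.1). The cause of these shifts was not tested.

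Same-numbered arrays did not pair (correlations from -0.39 to -0.05, none above 0.1 and no array closest to its own number). With the replicate block beside the experiment block 149 probes were called (132 shared).

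The change of Foxf1 was -0.73 (adjusted p = 0.184) without the experiment block, -0.96 (0.0933) with the replicate block, -0.80 (0.174) in A and -1.20 (0.0695) in B alone. Of the 22 called lists, 2 held with an estimated correlation and 13 by fry, and other settings called 17 to 23.

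Some lists and uncalled genes changed sign in single settings. Most of these genes were near 0, but Mylpf (-1.33) and Cd3g (-0.56) were not. Among the lists, that of T and NK cells had been called by camera (adjusted p = 0.0414). The cause of the sign changes was not tested. Log2 fold changes in those settings were, with scaling to the same percentile, Itgb3 -0.0125, Kdr -0.0183, Prox1 -0.0250, Afp -0.00371. On the authors' values they were Foxl1 9.55e-04, Prox1 -0.00646 and, with the block added, Foxl1 4.02e-04. Without the block they were Foxl1 0.00830, Col18a1 -0.0501, Cdh5 0.0853, Kdr -0.10, Prox1 -0.18, with a random block Foxl1 0.00125, Prox1 -0.0293, with the replicate block Foxl1 0.0353, Afp -0.0417, with array weights Prox1 -0.0470 and over the mean of a gene's probes Prox1 -0.0320. In A alone they were Mthfsd 0.0561, Itgb3 -0.0383, Kdr -0.0491, Rag1 0.0722, and in B alone Foxl1 0.14, Prox1 -0.0340. With the hepatocyte level they were Foxl1 0.0449, Prox1 -0.0238, Afp -0.0620, with the squamous level Mylpf 2.39e-04, Cd3g 0.37, Rag1 0.22, with the T and NK cell level Prox1 -0.0318, Cd3g 0.21, Rag1 0.17 and without wildtype replicate 5 and Foxf1+/- replicate 3 Rag1 0.0599. With 1 array left out, the Foxl1 log2 fold change ran from -0.0844 to 0.0439, the Prox1 log2 fold change from -0.0697 to 0.10, the Cd3g log2 fold change from -0.72 to 0.00442 and the Rag1 log2 fold change from -0.33 to 0.0676.

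Camera adjusted p-values of lists whose direction turned were, with the squamous level, T and NK cell 0.899, angiogenic factors 0.384, skeletal muscle 0.235, with the T and NK cell level, angiogenic factors 0.846, with the skeletal muscle level, angiogenic factors 0.755 and with the hepatocyte level, pan-endothelial 0.688, large vessel endothelium 0.832. They were pan-endothelial 0.745 with the replicate block, angiogenic factors 0.918 with array weights, angiogenic factors 0.940 on the brighter probes, angiogenic factors 0.641, skeletal muscle 0.814 in B alone and, by fry, angiogenic factors 0.937. A list with its own level as a covariate is brought near 0 by construction, which says nothing of its stability: squamous epithelium 0.896, T and NK cell 0.601 and skeletal muscle 0.816. The same holds for members such as Cd3g, Rag1 and Afp with their list's level. With 1 array left out, pan-endothelial ran from 0.268 to 0.967 and angiogenic factors from 0.699 to 0.979.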

Other observations

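The tests of the capillary explanations and of the linked donor segment were chosen after the result was seen, and so was leaving the lists taken from the study out of the count of called lists.

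Several other cell types were not called as lists. Macrophage genes had a median of -0.01 (camera adjusted p = 0.803, direction up), B cell genes of -0.07 (0.191), eosinophil genes of -0.04 (0.835) and neutrophil genes of -0.12 (0.173). By limma 0 members of the macrophage, B cell and eosinophil lists passed, with 3 higher and 0 lower at an unadjusted p under 0.05 among macrophage genes, 0 higher and 4 lower at an unadjusted p under 0.05 among B cell genes and 0 higher and 1 lower at an unadjusted p under 0.05 among eosinophil genes. Inflammatory cytokine genes had 2 of 35 members higher and no call (camera adjusted p = 1.000, direction up, with a median of -0.03). Alveolar type 1 genes, those of the flat gas-exchange cells, had 3 of 20 members higher, with a median of -0.06 and a camera adjusted p of 0.878 in the up direction. Fibroblast genes stood at a median of -0.12 (camera adjusted p = 0.284) and integrin genes at -0.05 (0.878).

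At an adjusted p under 0.05 and a fold of at least 1.5 either way, 321 probes with 229 distinct gene symbols passed here. That is lower than the value quoted from the study above, but the counts were not made alike. The study used variance stabilized values corrected with ComBat, a t-test, and fold changes from the reversed transformation. Here background corrected signals, an inferred experiment block and limma were used, and the offset damps the fold change of dim genes. Which of these differences accounts for the lower count was not tested.

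An arbitrary split of the arrays did not reach the number of called probes among the splits tried. Among 99 splits of the arrays into 6 and 6, the real one included, 1 called as many probes as the real one (1007), and the highest of the others called 7. The others mix the genotypes, so that the genotype difference adds to their spread and lowers their counts. Splits also do not tell the genotype from other differences that go with it, such as other tissue in the samples. For the number of called lists, without those taken from the study, the real split gave 20 and the highest other 19, so that 1 of 99 reached it. The margin is 1 list, and a count of lists called with the preset correlation does not exclude chance by itself.

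Lower alveolar capillary genes beside a pan-endothelial list near 0 were weighed further. Fewer endothelial cells of every kind would lower both lists alike, and their mean log2 fold changes were -0.40 over 23 genes and -0.05 over 30, a difference of 0.35 (permutation p = 0.0204, both sides, over genes, which are not independent, and exact permutation p = 0.00444, the smallest possible, over arrays within the experiments). Foxf1, the gene inactivated in these mice, is 1 of the 23 and was not left out here or in the fits below. Part of the shift may thus follow from the genotype itself. Other tissue in the samples as the whole source was set against fits with the squamous, skeletal muscle, hepatocyte or T and NK cell level as a covariate, in each of which the mean level of the capillary list stayed lower (highest exact permutation p = 0.00444 within the experiments), with a median of -0.23 with the hepatocyte level against -0.37 without. Camera called the list in each with the preset correlation (adjusted p up to 6.04e-04), but with an estimated correlation the adjusted p was 0.0339 to 0.146, and 0.111 without a covariate. Open as a hypothesis is that the capillary program itself is lower in Foxf1+/- lungs, by fewer capillary cells or less of these transcripts per cell, which whole lung cannot tell apart and which was not tested.

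A segment of the donor strain linked to the targeted allele was tested as a source of called genes. Among genes within 10 Mb of Foxf1, 5 of 146 were called (3.42%), with an odds ratio of 0.947 against all other genes (Fisher's exact p = 1, both sides). No excess near the gene was seen.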
